A study of Mus musculus with 20 samples. Its data were reported in "Sleeping Beauty transposon mutagenesis identified genes and pathways involved in inflammation-associated colon tumor development" (2023).

How the data were processed

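RNA was sequenced from 20 samples of mouse colonic organoids, 5 each of wt, wt+TNFα, KrasG12D and KrasG12D+TNFα, with TNFα given at 40 ng/ml for 3 weeks. Group and replicate number were taken from the sample titles. Per the labels and the paper's methods, the authors extracted RNA with ISOGEN, treated it with DNaseI and made libraries with NEBNext Ultra II. They trimmed reads with Trim Galore 0.6.7 and Cutadapt 3.5, mapped them to GRCm39 with STAR 2.7.10a and RSEM 1.3.1 and deposited gene levels as TPM. The deposited table holds 40840 genes by 20 libraries, of which 17629 are at 0 in every library and 23211 above 0 in at least 1. TPM values carry no read counts, so the depth of each library and the counting precision are unknown, and no limit of detection is given.

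Everything else was computed from that table. Levels were put on the scale log2(TPM + 1), and genes with a mean of at least 0.5 TPM over the 20 libraries were tested, 12900 in all. The comparisons were TNFα in wt, TNFα in KrasG12D, KrasG12D without TNFα, KrasG12D with TNFα, each of 5 against 5 libraries, and the interaction of genotype and treatment over 20. Each gene was tested with limma 3.58.1 in R 4.3.3 (linear model, moderated test with a trend of variance on mean level, two-sided), and calls were made at a Benjamini-Hochberg adjusted p under 0.05. Gene lists were fixed before the data were examined, and 31 with at least 4 genes tested were compared with all other genes by camera, with a preset correlation between genes of 0.01 and again with an estimated correlation. The adjusted p of a list is over these 31. Lists of fibroblast (1 of 11 genes tested), immune (3 of 10) and endothelial (1 of 5) markers had too few genes for a test, and sex-linked genes are only described.

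Genes were named by a rule fixed beforehand. It took the 8 called genes with the largest log2 increase and the 8 with the largest decrease (5 and 5 for KrasG12D with TNFα and the interaction), with a mean of at least 5 TPM in the higher group and no predicted genes. It added the genes that the study itself named, whether they passed or not, up to 4 passing members of each called list and up to 2 members of other lists. Gsdmc2, Gsdmc3, Gsdmc4, Saa1 and the pseudogene Atp6v0c-ps2 have near-identical copies among which the counting could split reads, so their levels are uncertain.

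Each test was tried on simulated data with 200 of 12900 genes changed and no alike replicates. Of genes changed by 1 and 2 (log2), 70 and 92% were recovered for TNFα in wt and 64 and 96% in KrasG12D. For KrasG12D they were 66 and 95% without and 71 and 96% with TNFα, and for the interaction 50 and 87%. False calls were 17 of 179 for TNFα in wt and 6 to 10 elsewhere.

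Whether equal replicate numbers pair the libraries was checked by the correlation of their deviations from the group means. KrasG12D and KrasG12D+TNFα libraries of equal number correlated at 0.194, 0.18, 0.128, 0.37 and 0.278, all over 0.1, so the numbers were taken to pair them, on the data alone, as the labels say nothing of it, though only replicates 4 and 5 correlated best with their own number. The fit with the replicate number as a block is given beside the results it changes for TNFα in KrasG12D and the interaction. Alternatives to each choice were tried: the pseudocount, the filter, rescaling by median of ratios or quantiles, all libraries in 1 fit, weights per library, no variance trend, the replicate block, each library left out in turn, and other list tests. Chromosomes of genes were read from an annotation of the older assembly GRCm38.p6, by gene name, and GC content from GENCODE M21 transcripts. Figures and summaries used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Isoform levels were not analysed.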

Results

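Gene levels were measured by RNA sequencing in 20 libraries of mouse colonic organoids, which are cultures grown from the stem cells of the colon epithelium. The libraries formed 4 groups of 5. Wild-type organoids (wt) were grown without or with the inflammatory cytokine TNFα at 40 ng/ml for 3 weeks (wt+TNFα). Organoids expressing KrasG12D, an activated form of the signalling GTPase Kras, were grown likewise (KrasG12D and KrasG12D+TNFα). The study asked whether TNFα turns on senescence and stem cell genes in colon epithelium and whether it does so on a KrasG12D background. Levels are in TPM, given throughout as the mean ± SD of 5 libraries, and changes are differences of log2(TPM + 1), which understate the change of genes at low levels. Where a comparison gives a pair of levels, the group without TNFα, or the wt genotype, comes first. Genes at 1 TPM or more numbered 11638 ± 185 in wt, 11907 ± 83.7 in wt+TNFα, 11081 ± 241 in KrasG12D and 11470.2 ± 97.3 in KrasG12D+TNFα libraries.

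Kras itself was read in every library, and its level did not separate the genotypes. It lay between 40.5 and 53.3 TPM in wt, 33.7 and 50.7 in wt+TNFα, 31.9 and 58.5 in KrasG12D and 24.8 and 42.7 in KrasG12D+TNFα libraries, and the difference between KrasG12D and wt did not pass (log2 change -0.25, adjusted p = 0.25). Gene levels do not separate the mutant from the normal allele, so they do not check the genotype. Without TNFα the libraries parted by genotype along the first principal component, which held 41.5% of the variance. KrasG12D libraries lay between -94.2 and -35.1 on it and wt libraries between 5.84 and 35.8, with KrasG12D+TNFα libraries from -35.2 to 14.2. The second component held 19.9%, and on it wt replicate 1 lay at -8.09 while the other wt libraries lay from 38.1 to 55.5.

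**Figure D1:**
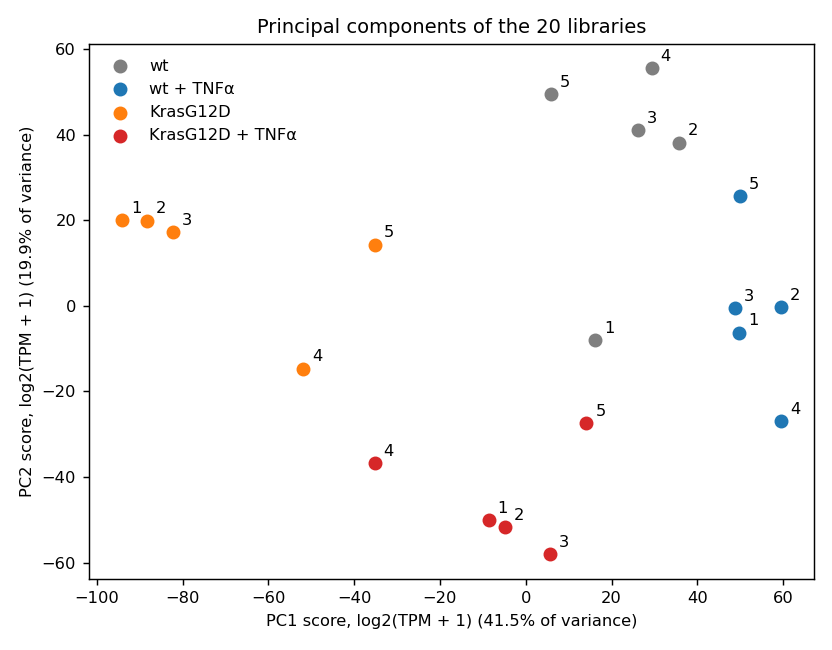
Principal components 1 (x axis, 41.5% of the variance) and 2 (y axis, 19.9%) of log2(TPM + 1) for the 20 libraries, 1 point per library, coloured by group and numbered by replicate. KrasG12D replicates 1 to 3 lie together between -94.2 and -82.3 on component 1, apart from replicates 4 and 5 of the same group at -51.9 and -35.1.

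The KrasG12D libraries were not equally far from each other. Replicates 1, 2 and 3 correlated with each other across genes at r = 0.991 to 0.992, against 0.936 to 0.948 for the other pairs of that group, and with TNFα the values were 0.979 to 0.991 against 0.922 to 0.956. Whole chromosomes were shifted in these libraries. Less that of all genes, the median log2 difference from wt was 0.54 for chromosome 9 (528 genes) in KrasG12D replicate 5. It was 0.52 in KrasG12D+TNFα replicate 5, and -0.33 to -0.28 for chromosome 4 in KrasG12D replicates 1 to 3. No chromosome of any of the 10 wt and wt+TNFα libraries was shifted by more than 0.117. Ribosomal protein genes held 21.3, 23.9, 16.2 and 24.4% of the TPM in wt, wt+TNFα, KrasG12D and KrasG12D+TNFα libraries, the 10 most abundant genes 7.11, 7.25, 10.8 and 8.55% and mitochondrial rRNA 0.439, 0.158, 0.32 and 0.16%. Xist, the RNA that coats the inactive X chromosome of female cells, was read at 47.2 TPM or more in 18 libraries. It was at 0.02 TPM or less in replicate 5 of both KrasG12D groups, the only libraries with Y-linked genes above 0.17 TPM. Markers of fibroblasts, immune cells and endothelium were mostly below the level at which genes were tested, with 1 of 11, 3 of 10 and 1 of 5 above it, the highest being Cd14 at 65.1 TPM over all libraries.

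**Figure D2:**
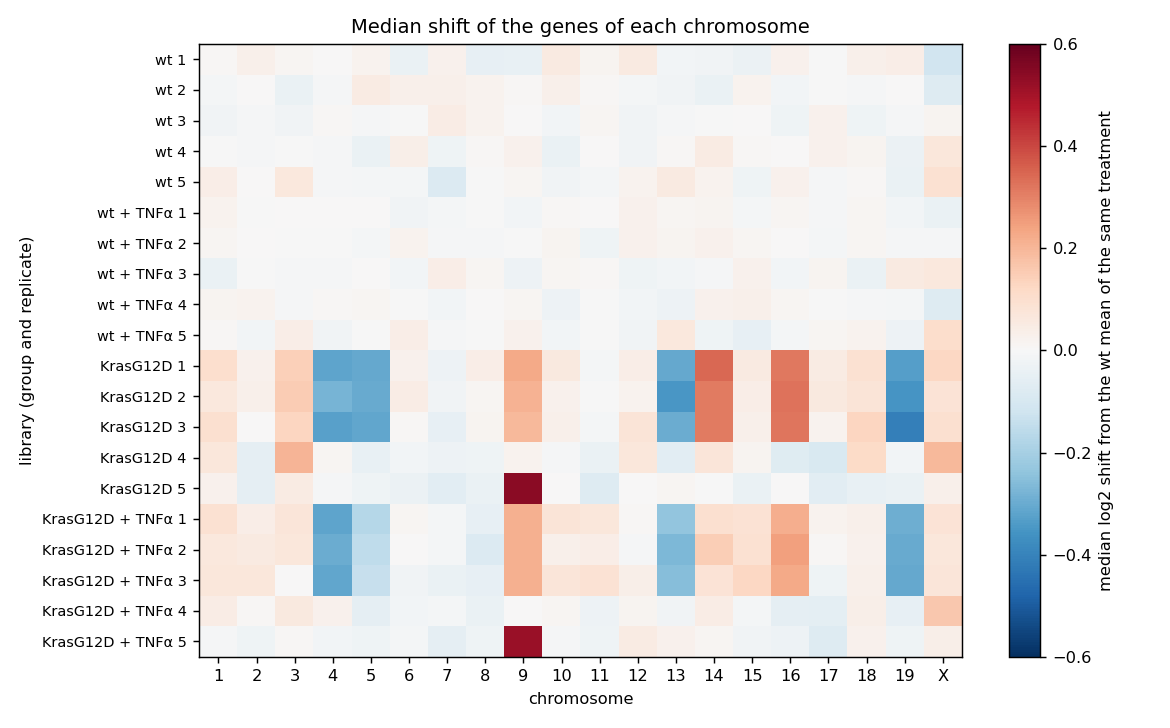
Median log2 difference of each chromosome's genes (x axis) from the wt mean of that treatment, less that of all genes, per library (y axis). The colour scale is for genes with a mean of at least 5 TPM. Chromosome 9 stands at 0.54 and 0.52 in replicate 5 of the KrasG12D groups.

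The first comparison asked what TNFα changed in wt organoids. Genes of the inflammatory response were among the largest increases. The chemokine genes Ccl2, whose product draws monocytes, and Ccl20, whose product draws lymphocytes and dendritic cells, rose from 0.326 ± 0.269 to 95.4 ± 51.5 TPM (log2 change 6.00, adjusted p = 3.81e-05) and from 23.1 ± 32.5 to 487 ± 164 TPM (log2 change 5.35, adjusted p = 0.00586). The complement component C3 rose from 4.56 ± 2.87 to 159 ± 76.9 TPM (log2 change 4.86, adjusted p = 5.42e-04). The inducible nitric oxide synthase Nos2 rose from 12.9 ± 4.96 to 136 ± 18.3 TPM (log2 change 3.40, adjusted p = 2.29e-04). Tnf itself rose from 17.3 ± 5.79 to 72.9 ± 16.7 TPM (log2 change 2.04, adjusted p = 0.0021). Gabrp, a subunit of the GABA receptor, rose from 0.354 ± 0.592 to 44.8 ± 6.57 TPM (log2 change 5.15, adjusted p = 5.18e-06). Ubd, a ubiquitin-like modifier induced by cytokines, rose from 0.34 ± 0.293 to 48.3 ± 28.3 TPM (log2 change 5.07, adjusted p = 3.81e-05). H2-M2, Ccl7 and Cp, the gene of the copper carrier ceruloplasmin, were the others among the 8 largest increases (4.83, 4.55 and 4.14 on the log2 scale).

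Genes of differentiated surface colonocytes were among the largest decreases. The water channel Aqp8 fell from 445 ± 231 to 45.9 ± 60.8 TPM (log2 change -4.56, adjusted p = 0.0384). The carbonic anhydrase Car4 fell from 26.0 ± 13.2 to 1.75 ± 2.30 TPM (log2 change -3.44, adjusted p = 0.00449). Krt20, a keratin of surface cells, fell from 132 ± 42.3 to 13.9 ± 17.1 TPM (log2 change -3.80, adjusted p = 0.00999). The mucin Muc3, the LIM protein gene Fhl1 and the fructose aldolase Aldob changed by -4.24, -4.72 and -3.88 on the log2 scale. The gasdermin genes Gsdmc2, Gsdmc3 and Gsdmc4 changed by -4.60, -3.83 and -5.49, and since they are near-identical copies, the split of reads between them is uncertain. Of the colonocyte list, 1 of its 24 measured members rose, 9 fell and 14 did not pass (adjusted p = 5.64e-10 by camera, 0.557 with an estimated correlation). The member that rose was Guca2b, the gene of the gut hormone uroguanylin, from 107 ± 35.5 to 1564 ± 737 TPM (log2 change 3.79, adjusted p = 3.08e-04).

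Of the senescence genes the study named, Cdkn2a, which encodes p16 and p19, rose from 0.778 ± 0.775 to 7.18 ± 4.63 TPM (log2 change 2.04, adjusted p = 0.0375). The p38 kinase gene Mapk11 rose from 9.02 ± 3.11 to 27.1 ± 11.5 TPM (log2 change 1.47, adjusted p = 0.0184). Mapk12 (1.73 ± 1 and 4.77 ± 2.17 TPM) and the mitochondrial ADP/ATP carrier Slc25a4 (60.3 ± 38.2 and 136 ± 51.1 TPM) did not pass, with adjusted p = 0.0619 and 0.119. Cdkn1a, which encodes p21, Trp53 and Mdm2 did not pass either (adjusted p = 0.845, 0.25 and 0.078). Of the 39 genes of the senescence pathway list, 2 rose, 0 fell and 37 did not pass, 5 passed when adjusted over the list alone, and the list was not called (adjusted p = 0.769). Of the 26 p53 targets, 4 rose and none fell (adjusted p = 1.48e-04, 0.557 with an estimated correlation), and 13 passed when adjusted over the list alone. The 4 were Eda2r, a receptor of the TNF receptor family (log2 change 1.98, adjusted p = 0.0112), Phlda3, Zmat3 and Ccng1 (log2 changes 1.58, 1.20 and 0.91).

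Of the stem cell genes, the cell surface receptor Cd44 rose from 10.3 ± 9.64 to 60.1 ± 36.9 TPM (log2 change 2.50, adjusted p = 0.0299). The crypt base gene Olfm4 rose from 0.09 ± 0.102 to 11.6 ± 5.89 TPM (log2 change 3.41, adjusted p = 1.75e-04). Ascl2 (19.2 ± 17.9 and 45.2 ± 23.5 TPM, adjusted p = 0.151) and the telomerase gene Tert (0.702 ± 0.397 and 2.61 ± 1.14 TPM, adjusted p = 0.0739) did not pass, nor did Lgr5, Bmi1 and Prom1 (adjusted p = 0.896, 0.47 and 0.279). Of the 22 measured genes of the colonic stem cell list, 2 rose, 0 fell and 20 did not pass (adjusted p = 0.0355, 0.669 with an estimated correlation), and 5 passed when adjusted over the list alone. Tacstd2, a marker of regenerating epithelium, stood at 2 ± 3.70 and 25 ± 16.2 TPM and did not pass (adjusted p = 0.0697). In the Hoxb cluster of homeobox genes, Hoxb3 rose from 1.51 ± 0.778 to 4.64 ± 1.29 TPM (log2 change 1.19, adjusted p = 0.0169). Hoxb4 rose from 0.676 ± 0.276 to 1.84 ± 0.292 TPM (log2 change 0.77, adjusted p = 0.0195), while Hoxb5, Hoxb6, Hoxb7, Hoxb8 and Hoxb9 did not pass (adjusted p = 0.068, 0.0692, 0.0895, 0.12 and 0.975). The cluster was called as a list (adjusted p = 0.0179, 0.557 with an estimated correlation), and 6 of its 8 measured genes passed when adjusted over the list alone. The study named members of the senescence, stem cell and Hoxb lists from these samples, so their counts are not independent evidence of direction. Another homeobox gene, Hoxd13, rose from 41.5 ± 14.3 to 143 ± 34.9 TPM (log2 change 1.81, adjusted p = 0.00449).

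The list with the smallest p was NF-kB and TNF response genes (adjusted p = 4.72e-10). Of 31 measured, 13 rose, 0 fell and 18 did not pass. When adjusted over the list alone, 23 passed, 22 of them higher. The lymphotoxin gene Ltb and the macrophage growth factor gene Csf1 were among those that rose (log2 changes 2.58 and 2.20). Secreted senescence factors (5 rose and 13 did not pass), epithelial host defence (3 and 13), Wnt targets (2 and 9) and YAP targets (3 and 14) were called higher with no member falling (adjusted p = 0.0053, 0.0179, 0.0315 and 0.0354). Secreted factors share members with the NF-kB list and Wnt targets with stem cell genes, so neither is independent. Wnt and YAP targets that rose included Apcdd1, an inhibitor of Wnt signalling (log2 change 1.85, adjusted p = 0.00131), and Arhgef17, Ptpn14 and Crim1. Hypoxia and glycolysis, cholesterol synthesis and enteroendocrine genes were called lower (adjusted p = 6.70e-05, 0.00103 and 0.0198) although no member passed alone, and general epithelium was called lower with 1 member, Vil1, falling (adjusted p = 0.0115). With an estimated correlation none of the 13 called lists held (adjusted p = 0.557 to 0.7), and after rescaling by median of ratios enteroendocrine genes were not called (0.11).

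Muc2, the goblet cell mucin, stood at 38.3 ± 10.7 and 21.0 ± 21.9 TPM (adjusted p = 0.203), the enteroendocrine hormone gene Cck at 8.44 ± 6.44 and 4.49 ± 2.42 TPM (0.46) and the proliferation gene Mki67 at 55.6 ± 26.0 and 71.1 ± 22.9 TPM (0.533), and none passed. The DNA methyltransferase genes Dnmt1, Dnmt3a and Dnmt3b did not pass (adjusted p = 0.599, 0.452 and 0.204). The 18 lists not called had adjusted p = 0.0613 to 0.769, and 8 of them were called without some single library. In 4 of these, DNA replication, ERK pathway output, immediate early and tuft cell, the median or mean had the opposite sign to the test, which compares a list with all other genes.

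In all, 528 of 12900 genes tested passed in wt organoids, 373 higher and 155 lower (limma's moderated test, Benjamini-Hochberg adjusted p under 0.05). After rescaling by median of ratios, which moved the median of all genes from 0.11 to 0.01, the calls were 299 higher and 287 lower, with Ccng1 and Crim1 no longer among them. The groups did not overlap for 6.19% of all tested genes, where chance gives 0.794%. Without 1 library the count moved by over 1.5 times, to 1052, 322, 323 and 280 without wt replicates 1, 2, 3 and 5; 285, 232, 287 and 904 without wt+TNFα replicates 1, 2, 4 and 5.

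Leaving out 1 library changed some calls, and brackets give the libraries, the adjusted p without each, and its range over all alternatives. The call was lost for Aqp8 (wt 2 to 5, wt+TNFα 2 to 4, 0.0568 to 0.11, 0.00725 to 0.127) and Ccng1 (wt 2 to 5, wt+TNFα 1, 3 and 4, 0.0508 to 0.0673, 4.42e-04 to 0.0673). Cd44 (wt 2 to 5, wt+TNFα 1 to 4, 0.062 to 0.0879, 7.15e-04 to 0.0879) and Cdkn2a (wt 3 to 5, wt+TNFα 1 to 4, 0.0729 to 0.106, 0.00364 to 0.118) lost theirs too. Crim1 (wt 3 to 5, wt+TNFα 1, 2 and 4, 0.0723 to 0.106, 0.00434 to 0.106) and Hoxb3 (wt 5, 0.0505, 0.00722 to 0.0683) lost theirs too. Hoxb4 (wt 3 and 5, wt+TNFα 1 and 2, 0.0506 to 0.0632, 0.00412 to 0.0665) and Mapk11 (wt+TNFα 2, 0.0535, 0.00456 to 0.0551) lost theirs too. Vil1 (wt 4 and 5, wt+TNFα 1 to 4, 0.0627 to 0.0949, 0.00601 to 0.0949) and the Hoxb cluster list (wt 1, 0.0506, 0.00316 to 0.558) lost theirs too. The Wnt targets list (wt 1 and 3, wt+TNFα 2, 0.0506 to 0.0596, 0.00431 to 0.584) and the YAP targets list (wt 2 to 4, wt+TNFα 1, 2 and 4, 0.0505 to 0.123, 9.57e-05 to 0.7) lost theirs too. The colonic stem cell list (wt 1, 3 and 5, wt+TNFα 2 and 4, 0.051 to 0.171, 0.00271 to 0.669) and the enteroendocrine cell list (wt 1 and 3, wt+TNFα 4, 0.0588 to 0.0933, 2.43e-04 to 0.584) lost theirs too. The epithelial host defence list (wt+TNFα 1, 0.0529, 0.0012 to 0.558) and the general epithelium list (wt 1, 0.0806, 0.00271 to 0.558) lost theirs too. A call was gained by Hoxb5 (wt 4, 0.0388, 0.0314 to 0.172) and Hoxb7 (wt+TNFα 5, 0.00228, 0.00228 to 0.203). Mapk12 (wt 2, 0.0372, 0.0319 to 0.164) and Mdm2 (wt 1, 0.0105, 0.00324 to 0.189) gained one too. Muc2 (wt+TNFα 5, 0.0314, 0.0314 to 0.401) and Slc25a4 (wt 1, 0.035, 0.0184 to 0.255) gained one too. Tacstd2 (wt 1, wt+TNFα 5, 0.00613 to 0.0201, 0.00165 to 0.173) and Tert (wt+TNFα 5, 0.00471, 0.00471 to 0.205) gained one too. The DNA replication list (wt 1, 0.0311, 3.99e-04 to 0.951) and the ERK pathway output list (wt 4, 0.0453, 0.0453 to 0.954) gained one too. The goblet cell list (wt 4 and 5, wt+TNFα 3 and 5, 0.00502 to 0.0453, 0.00502 to 0.753) and the regenerating epithelium list (wt 1, 6.83e-04, 4.38e-05 to 0.953) gained one too. Tacstd2 stood at 8.6 TPM in wt replicate 1 and 0.98 TPM in wt+TNFα replicate 5, against 0 to 0.64 and 19.3 to 44.4 TPM in the rest of their groups.

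**Figure D3:**
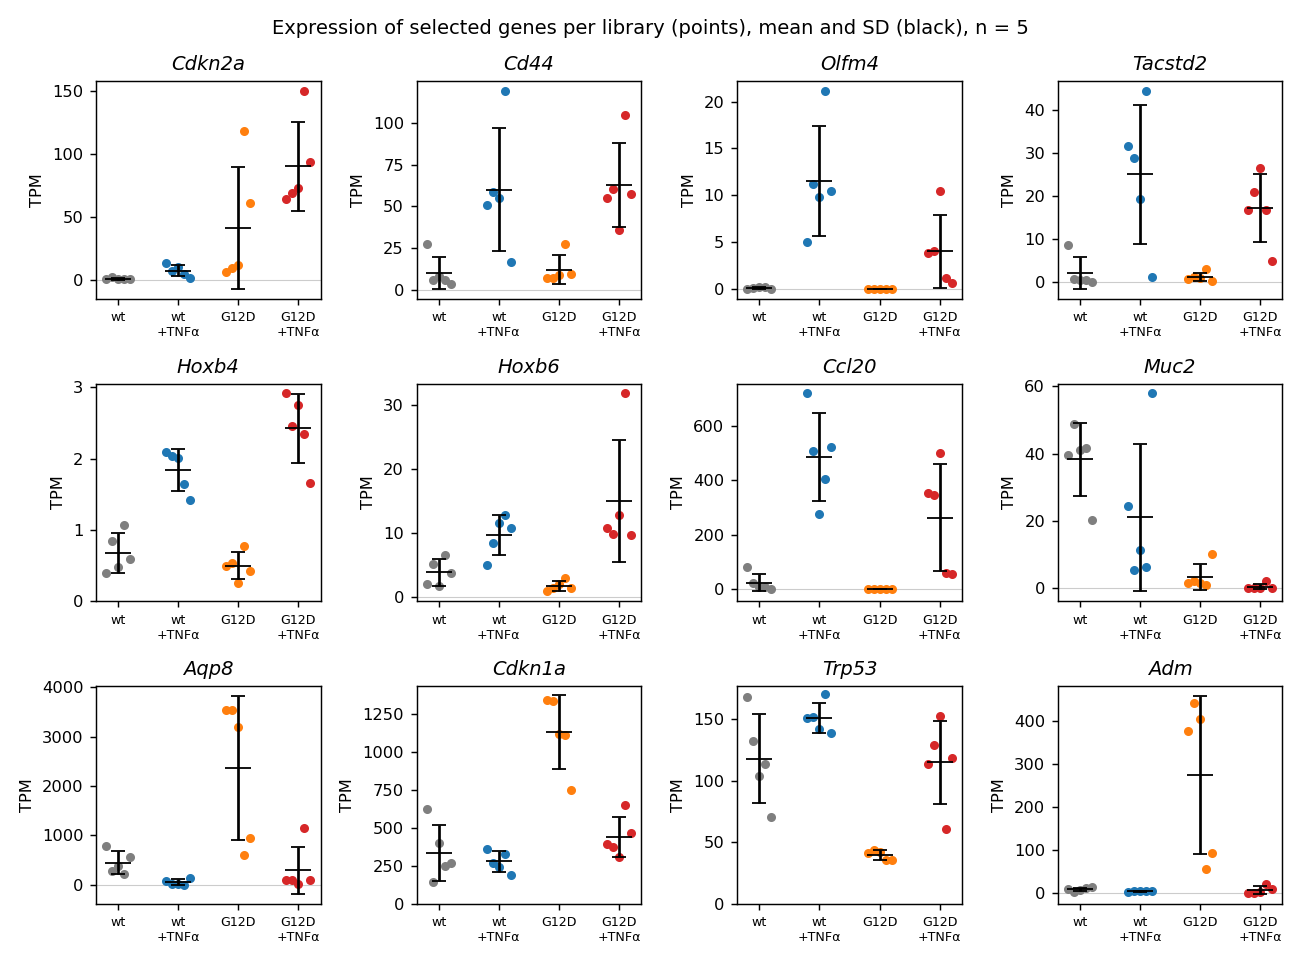
TPM (y axis) of 12 genes in the 4 groups (x axis), with 1 point per library and the mean and SD in black. Cdkn2a stands at 0.778 ± 0.775 TPM in wt and 7.18 ± 4.63 in wt+TNFα, and at 41.2 ± 48.6 in KrasG12D and 89.9 ± 35.4 in KrasG12D+TNFα libraries.

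The second comparison asked whether TNFα had like effects in KrasG12D organoids. Ccl20 rose from 0.336 ± 0.388 to 263 ± 198 TPM (log2 change 7.14, adjusted p = 1.82e-04). Nos2 rose from 4.27 ± 1.56 to 79.6 ± 43.9 TPM (log2 change 3.79, adjusted p = 4.85e-04). Csf1 rose from 0.13 ± 0.145 to 12.5 ± 3.96 TPM (log2 change 3.52, adjusted p = 6.53e-05). Tnf rose from 5.44 ± 1 to 32.9 ± 15.2 TPM (log2 change 2.32, adjusted p = 5.52e-04). Krt4, a keratin of stratified epithelium, rose from 8.71 ± 15 to 557 ± 406 TPM (log2 change 6.37, adjusted p = 0.00283). The cornified envelope gene Lor rose from 9.42 ± 4.23 to 428 ± 333 TPM (log2 change 4.78, adjusted p = 0.00345). The transglutaminase Tgm1, which crosslinks that envelope, rose from 0.48 ± 0.973 to 29.0 ± 15.5 TPM (log2 change 4.40, adjusted p = 1.89e-04). The keratin Krt90, Guca2b and the aldehyde dehydrogenase Aldh3a1 changed by 5.68, 5.36 and 4.57 on the log2 scale, and the RNA Snhg9 was listed at 0 in every KrasG12D library against 49.0 ± 58.5 TPM with TNFα (adjusted p = 0.0111).

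Of the genes induced by low oxygen, Adm, which encodes adrenomedullin, fell from 275 ± 185 to 5.80 ± 8.72 TPM (log2 change -6.03, adjusted p = 0.00349). The stress gene Ndrg1 fell from 952 ± 471 to 155 ± 138 TPM (log2 change -3.05, adjusted p = 0.0124). Of the 19 hypoxia and glycolysis genes, 0 rose, 16 fell and 3 did not pass (adjusted p = 5.41e-14). Bnip3 and Ankrd37 fell (log2 changes -2.61 and -2.52). Of the immediate early genes, 0 rose, 6 fell and 7 did not pass (adjusted p = 3.66e-04). Dusp1, Atf3, Fos and Jun fell (log2 changes -3.16, -1.87, -1.41 and -1.31). Other large decreases were those of the growth factor gene Pgf, Ghrh, Cyp2d26, Prr9, Fabp4, the acute phase gene Saa1 and Zg16, a lectin of goblet cell mucus (log2 changes -5.33, -5.66, -5.02, -5.32, -4.99, -4.89 and -5.78). Of the 24 colonocyte genes, 3 rose, 11 fell and 10 did not pass (adjusted p = 2.98e-05). With an estimated correlation all 3 lists stood at 0.548. Aqp8 fell from 2365 ± 1461 to 292 ± 478 TPM (log2 change -3.96, adjusted p = 0.0109). Against these changes, Aqp8 (609 and 1145 TPM), Car4 (1.56 and 7.52), Prr9 (6.51 and 46.1), Saa1 (44.5 and 239) and Zg16 (20.9 and 207) stood higher with TNFα in replicate 4. Ndrg1 (399 and 369) and Bnip3 (964 and 823) fell least there.

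Cell cycle genes went in more than 1 direction. Ccnd1, which encodes cyclin D1, rose from 52.9 ± 20.3 to 316 ± 152 TPM (log2 change 2.48, adjusted p = 0.00284). Cdk6 rose from 3.88 ± 1.47 to 13 ± 1.66 TPM (log2 change 1.56, adjusted p = 0.00182). Of the G1 to S regulators, 9 rose, 0 fell and 6 did not pass (adjusted p = 0.0136, 0.548 with an estimated correlation). Of the DNA replication genes, 17 rose, 1 fell and 12 did not pass (adjusted p = 0.00121, 0.749 with an estimated correlation), and after rescaling 10 were higher and 1 lower. The member that fell was Pcna, the sliding clamp of DNA polymerase, from 753 ± 241 to 206 ± 94.9 TPM (log2 change -1.90, adjusted p = 0.00409). Mcm3, Mcm5 and Cdt1, of the machinery that licenses replication origins, rose (log2 changes 1.59, 1.40 and 1.37). The p53 gene Trp53 rose from 39.6 ± 3.86 to 115 ± 33.7 TPM (log2 change 1.46, adjusted p = 0.00264) and its target Mdm2 rose from 41.7 ± 6.63 to 87.1 ± 29.8 TPM (log2 change 0.98, adjusted p = 0.0116), while Cdkn1a, another target, fell from 1129.7 ± 242 to 437 ± 131 TPM (log2 change -1.39, adjusted p = 0.00353). Of the p53 targets, 15 rose, 3 fell and 8 did not pass, the list was not called (adjusted p = 0.0804), and after rescaling it was called (0.0335), with 10 higher and 4 lower. Of the 39 senescence pathway genes, 13 rose, 7 fell and 19 did not pass (adjusted p = 0.644), and after rescaling the counts were 7 higher and 10 lower. Mki67 (21.4 ± 5.92 and 33.7 ± 22.3 TPM) did not pass (adjusted p = 0.268).

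Cdkn2a stood at 41.2 ± 48.6 and 89.9 ± 35.4 TPM and did not pass (adjusted p = 0.062). The KrasG12D level differed between cultures, at 6.02 to 11.9 TPM in replicates 1 to 3, 118 in replicate 4 and 61.1 in replicate 5, and each numbered library was higher with TNFα. With the replicate number as a block, Cdkn2a passed (adjusted p = 0.0255). Mapk11 rose from 10.1 ± 7.75 to 42.6 ± 11.1 TPM (log2 change 2.12, adjusted p = 0.00405). Slc25a4 rose from 83.0 ± 34.0 to 216 ± 24.9 TPM (log2 change 1.45, adjusted p = 0.00349). Mapk12 rose from 2.69 ± 1.20 to 5.35 ± 1.65 TPM (log2 change 0.82, adjusted p = 0.0427). Cd44 rose from 12.2 ± 8.63 to 62.8 ± 25.4 TPM (log2 change 2.37, adjusted p = 0.00329). Tacstd2 rose from 1.09 ± 1.03 to 17.1 ± 7.93 TPM (log2 change 3.07, adjusted p = 0.00212). Olfm4 was listed at 0 in every KrasG12D library against 4 ± 3.93 TPM with TNFα (adjusted p = 0.00994). Ascl2 (2.67 ± 0.757 and 14.3 ± 17.4 TPM) did not pass (adjusted p = 0.068, 0.0393 with the block). Bmi1 rose by 0.57 on the log2 scale (adjusted p = 0.0387), and Tert, Lgr5 and Prom1 did not pass (adjusted p = 0.22, 0.621 and 0.351), Prom1 passing with the block (0.0469).

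Of the 8 measured Hoxb genes, Hoxb3, Hoxb4, Hoxb5, Hoxb6 and Hoxb7 rose (log2 changes 1.98, 1.19, 1.76, 2.42 and 2.27), Hoxb6 from 1.78 ± 0.786 to 15.1 ± 9.48 TPM (log2 change 2.42, adjusted p = 0.00177). Hoxb13 was the member that fell (log2 change -0.72, adjusted p = 0.004, named after its values were seen), and Hoxb8 and Hoxb9 did not pass (adjusted p = 0.193 and 0.0586), though both did with the block (0.0332 and 0.0165). The cluster was not called as a list (adjusted p = 0.0804, 0.0317 with the block, 0.0201 after rescaling and 0.749 with an estimated correlation), while 7 of its genes passed when adjusted over the list alone. In the stem cell list 5 rose, 0 fell and 17 did not pass (adjusted p = 0.516). As above, the study named genes of these lists from these samples. Dnmt1 rose from 12.9 ± 3.12 to 28.7 ± 14.3 TPM (log2 change 1.02, adjusted p = 0.0164), Dnmt3a did not pass (adjusted p = 0.235), and neither did Dnmt3b (adjusted p = 0.0798, 0.0404 with the block).

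NF-kB and TNF response genes rose as a list, of which 21 of its 31 measured members rose, 0 fell and 10 did not pass (adjusted p = 6.58e-06, 0.225 with an estimated correlation). ERK pathway output was called lower, and 5 rose, 4 fell and 12 did not pass (adjusted p = 0.015, 0.548 with an estimated correlation), the feedback genes Dusp4, Dusp5 and Spry4 among those that fell (log2 changes -1.59, -1.89 and -1.22). Goblet cell genes (0 rose, 2 fell and 13 did not pass) and general epithelium (1 rose, 4 fell and 5 did not pass) were called lower too (adjusted p = 0.0178 and 0.0267, both 0.548 with an estimated correlation), the second without its call with the block (0.0934). After rescaling, ERK pathway output (3 higher and 9 lower), goblet cell and general epithelium genes were not called (adjusted p = 0.112, 0.138 and 0.0879). Muc2 stood at 3.35 ± 3.93 and 0.54 ± 0.873 TPM (adjusted p = 0.052), and Cck and Kras did not pass (adjusted p = 0.653 and 0.16), Kras being lower by a called amount with the block (0.0336). In the squamous epithelium list, where only 4 of 10 genes could be measured, 2 rose, 0 fell and 2 did not pass (adjusted p = 0.0965, 0.0282 after rescaling). The 22 lists not called had adjusted p = 0.0804 to 0.996, and in 9 of those, the senescence pathway among them, the median or mean had another sign than the test.

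In all, 4505 of 12900 genes passed in KrasG12D organoids, 3411 higher and 1094 lower. Rescaling by median of ratios moved the median of all genes from 0.29 to 0.03, with 1625 calls higher and 1871 lower. Bmi1, Dnmt1, Krt19, Mapk12 and Mdm2 lost calls, and Kras and Muc2 gained them. The groups did not overlap for 17.3% of all tested genes, where chance gives 0.794% if replicates 1 to 3 count as separate. The high correlation of KrasG12D replicates 1 to 3 bears on this count: with the 3 averaged as 1 library in both groups, limma called 0 genes, with 1784 at an unadjusted p under 0.05. With the replicate block instead, 4890 passed, of which 3995 were shared, and Car4, Creb3l1 and Saa1 were no longer called (0.0508, 0.0525 and 0.0517). Without 1 library the count moved by over 1.5 times, to 2592, 2669 and 2803 without KrasG12D replicates 1 to 3; 2800 and 2836 without KrasG12D+TNFα replicates 2 and 3.

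Without 1 library these calls changed (brackets as above). The call was lost for Bmi1 (KrasG12D 1, 2, 3 and 5, KrasG12D+TNFα 1 to 4, 0.0576 to 0.0897, 7.42e-06 to 0.465) and Bnip3 (KrasG12D 1 to 4, KrasG12D+TNFα 1 to 3, 0.0541 to 0.0795, 1.44e-06 to 0.456). Car4 (KrasG12D 1 to 3, KrasG12D+TNFα 2 and 3, 0.0565 to 0.0613, 1.43e-06 to 0.422) and Creb3l1 (KrasG12D 1 to 5, KrasG12D+TNFα 1, 2, 4 and 5, 0.0597 to 0.093, 0.00414 to 0.328) lost theirs too. Dusp5 (KrasG12D 1 to 3, KrasG12D+TNFα 3, 0.0541 to 0.0578, 3.54e-06 to 0.368) and Fos (KrasG12D 1 to 3, KrasG12D+TNFα 3, 0.0614 to 0.066, 8.14e-06 to 0.378) lost theirs too. Jun (KrasG12D 1 to 3, KrasG12D+TNFα 2, 3 and 5, 0.056 to 0.068, 1.08e-06 to 0.445) and Krt19 (KrasG12D 1, 2, 3 and 5, KrasG12D+TNFα 1 to 4, 0.0597 to 0.112, 3.66e-06 to 0.541) lost theirs too. Mapk12 (KrasG12D 1, 2, 3 and 5, KrasG12D+TNFα 1 to 4, 0.0508 to 0.0883, 2.90e-04 to 0.374) and Saa1 (KrasG12D 1 to 3, KrasG12D+TNFα 3, 0.0517 to 0.0551, 2.57e-07 to 0.455) lost theirs too. Zg16 (KrasG12D 1, 0.0515, 1.42e-07 to 0.429) and the ERK pathway output list (KrasG12D+TNFα 4, 0.0555, 0.0013 to 0.548) lost theirs too. The general epithelium list (KrasG12D 4, KrasG12D+TNFα 5, 0.056 to 0.0575, 0.0178 to 0.602) and the goblet cell list (KrasG12D 5, KrasG12D+TNFα 5, 0.056 to 0.131, 0.00109 to 0.548) lost theirs too. A call was gained by Ascl2 (KrasG12D+TNFα 4, 0.0131, 6.91e-05 to 0.44) and Cdkn2a (KrasG12D 4 and 5, 0.0093 to 0.034, 3.28e-06 to 0.499). Dnmt3b (KrasG12D 5, 0.0324, 3.10e-04 to 0.515) and Hoxb9 (KrasG12D 4 and 5, 0.0326 to 0.0466, 3.10e-04 to 0.412) gained one too. Kras (KrasG12D+TNFα 4, 0.0461, 1.75e-04 to 0.594) and Muc2 (KrasG12D 4 and 5, KrasG12D+TNFα 4, 0.0193 to 0.0486, 8.25e-06 to 0.424) gained one too. Tert (KrasG12D+TNFα 4, 0.0099, 7.91e-05 to 0.785) and the Hoxb cluster list (KrasG12D+TNFα 1 and 2, 0.0335 to 0.0496, 9.50e-04 to 0.749) gained one too. The squamous epithelium list (KrasG12D+TNFα 5, 0.0346, 0.0044 to 0.57) gained one too.

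The responses to TNFα in wt and KrasG12D organoids shared many genes. Of the genes called in both comparisons, 269 were higher in both, where independent lists of these sizes would share 98.6, and 91 were lower in both against 13.1, while 2 went up in wt and down in KrasG12D and 2 the other way. Across the 12900 genes, the changes correlated at Pearson r = 0.613 (Spearman rho = 0.551), where genes are not independent replicates, and 94.1% of the 528 genes called in wt changed in the same direction in KrasG12D organoids. The comparisons share no library.

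**Figure D4:**
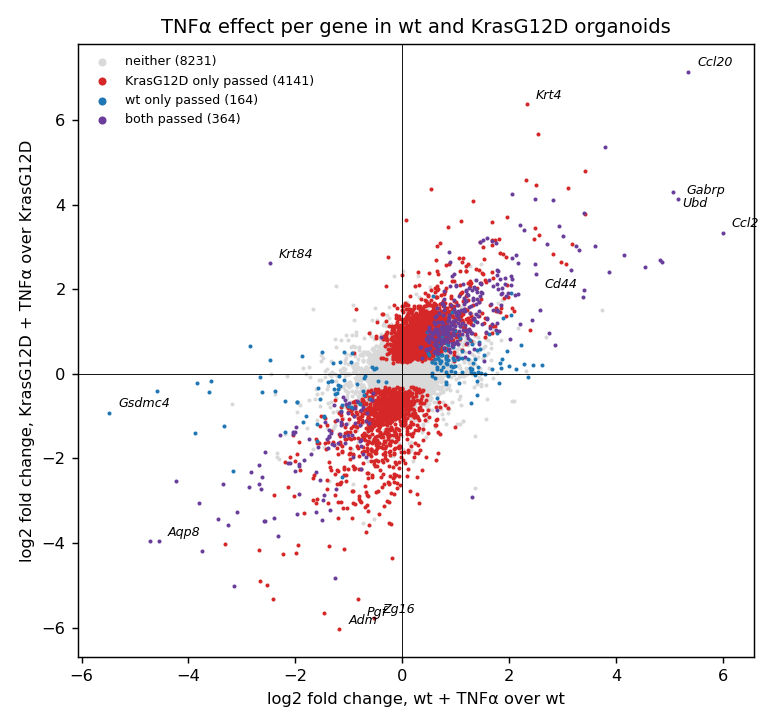
Log2 change with TNFα in wt (x axis) against that in KrasG12D organoids (y axis) for the 12900 genes tested, 1 point per gene, coloured by the comparison in which it was called. In all, 364 genes were called in both, 164 in wt only and 4141 in KrasG12D only.

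The difference between these responses was tested by the interaction of genotype and treatment over all 20 libraries. Of the genes with a more negative change in KrasG12D organoids, Adm stood at 7.86 and 2.67 TPM in wt and wt+TNFα and at 275 and 5.80 TPM in KrasG12D and KrasG12D+TNFα libraries (difference of log2 changes -4.86, adjusted p = 0.0493), Pgf differed by -4.50 (adjusted p = 0.0337), and Vegfa, the vessel growth factor gene, by -1.97 (adjusted p = 0.0202). The rise of Ccl2 was smaller in KrasG12D organoids (-2.66, adjusted p = 0.0338), and the hyaluronidase Hyal1 and the glycogen phosphorylase Pygl also had negative differences (-2.72 and -2.57). The hair keratin Krt84 stood at 7.05 and 0.334 TPM in wt and wt+TNFα and at 13.5 and 123 TPM in the KrasG12D groups (5.09, adjusted p = 0.016). Gsdmc3, the sterol transporter gene Abcg5, Ifit1bl1 and S100a3 also differed upward (3.62, 3.40, 2.80 and 2.39), although Gsdmc3, Abcg5 and Ifit1bl1 were at 0.468 TPM or less in both KrasG12D groups. Neither Cdkn2a (log2 change -0.14, adjusted p = 0.942), Cd44 (log2 change -0.13, adjusted p = 0.93) nor Trp53 (log2 change 1.05, adjusted p = 0.0917) passed, nor did any other of the genes the study named.

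In all, 72 genes passed, 28 with a more positive and 44 with a more negative change in KrasG12D organoids (15 and 52 after rescaling by median of ratios, which moved the median of all genes from 0.18 to 0.00). Hypoxia and glycolysis (median difference -1.10, adjusted p = 6.09e-11), immediate early (-1.02, 6.72e-04), DNA replication (0.75, 0.0105) and G1 to S regulators (0.75, 0.0349) were called, and none held with an estimated correlation (adjusted p = 0.903 to 0.91). The other 27 lists were not called (0.0687 to 0.988, 6 of them called without some single library), with the median or mean of 12 opposite in sign to the test. After rescaling the squamous list was called too (0.012). With the replicate number as a block 30 genes passed, without Adm, Ccl2, Pgf, Pygl, S100a3 and Vegfa (adjusted p = 0.0862, 0.0595, 0.0542, 0.0661, 0.0801 and 0.0542). With the block within genotype 24 passed, without Abcg5, Adm, Hyal1, Pgf, Pygl, S100a3 and Vegfa (0.0548, 0.108, 0.0548, 0.0793, 0.0548, 0.0994 and 0.0859), and the secreted senescence factors were called (0.0374). With KrasG12D replicates 1 to 3 averaged as 1 library, limma called 0 genes, with 677 at an unadjusted p under 0.05. The count without 1 library moved by over 1.5 times, to 15, 42, 32 and 45 without wt replicates 2 to 5; 22, 15, 38 and 36 without wt+TNFα replicates 1 to 4; 9, 11, 19, 705 and 1025 without KrasG12D replicates 1 to 5; 20, 18, 24, 903 and 156 without KrasG12D+TNFα replicates 1 to 5.

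Without 1 library these calls changed (brackets as above). The call was lost for Abcg5 (wt 2, 4 and 5, wt+TNFα 1 to 4, KrasG12D 1 to 3, KrasG12D+TNFα 1 to 3, 0.0549 to 0.087, 1.64e-06 to 0.789) and Adm (wt 1 to 5, wt+TNFα 1 to 5, KrasG12D 1 to 3, KrasG12D+TNFα 1 to 3, 0.0549 to 0.117, 4.75e-07 to 0.898). Ccl2 (wt 2 to 5, wt+TNFα 1 to 4, KrasG12D 1 to 3, KrasG12D+TNFα 1 and 2, 0.0546 to 0.084, 8.87e-06 to 0.398) and Gsdmc3 (wt 2, wt+TNFα 2, KrasG12D 1 to 3, 0.0529 to 0.0584, 4.75e-07 to 0.451) lost theirs too. Hyal1 (KrasG12D 1 and 2, 0.0516 to 0.0542, 7.56e-07 to 0.604) and Ifit1bl1 (wt 2, wt+TNFα 2, KrasG12D 1 and 2, 0.0505 to 0.0584, 1.15e-05 to 0.428) lost theirs too. Pgf (wt 2 and 4, wt+TNFα 1 to 4, KrasG12D 1 to 3, KrasG12D+TNFα 1 to 3, 0.0529 to 0.0861, 2.94e-07 to 0.898) and Pygl (wt 1, 2, 4 and 5, wt+TNFα 1 to 5, KrasG12D 1 to 3, KrasG12D+TNFα 1, 2, 3 and 5, 0.0528 to 0.123, 2.43e-06 to 0.898) lost theirs too. S100a3 (wt 1 to 5, wt+TNFα 1, 2 and 4, KrasG12D 1 to 3, KrasG12D+TNFα 1 to 3, 0.0643 to 0.113, 8.75e-06 to 0.898) and Vegfa (wt+TNFα 2, KrasG12D 1 and 2, 0.0538 to 0.0584, 2.94e-06 to 0.428) lost theirs too. The DNA replication list (wt 3 and 4, wt+TNFα 1, KrasG12D 5, KrasG12D+TNFα 5, 0.075 to 0.245, 5.56e-09 to 0.91) and the G1 to S regulators list (wt 3 and 4, wt+TNFα 1 and 4, KrasG12D 4 and 5, KrasG12D+TNFα 5, 0.0502 to 0.0971, 7.63e-04 to 0.91) lost theirs too. A call was gained by Trp53 (KrasG12D+TNFα 4, 0.00996, 7.72e-05 to 0.898) and the secreted senescence factors list (wt 1, wt+TNFα 5, KrasG12D+TNFα 3, 4.12e-04 to 0.0476, 4.12e-04 to 0.91).

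The third comparison asked what KrasG12D changed without TNFα. Cav1, which encodes the coat protein of caveolae, rose from 0.896 ± 0.482 to 224 ± 85.6 TPM (log2 change 6.82, adjusted p = 8.91e-07). Plod2, an enzyme that modifies collagen, rose from 1.61 ± 1.69 to 92.7 ± 30.3 TPM (log2 change 5.29, adjusted p = 4.26e-05). Adm rose from 7.86 ± 3.98 to 275 ± 185 TPM (log2 change 4.69, adjusted p = 6.81e-04). Enpp2, which encodes autotaxin, the metallothionein Mt4, Pgf, Ghrh and Ly6g6c were the others among the 8 largest increases (log2 changes 4.99, 5.81, 5.58, 5.31 and 4.61). Genes of secretory cells were among the largest decreases. The trefoil factor Tff3, secreted with goblet cell mucus, fell from 1729.6 ± 991 to 58.3 ± 119 TPM (log2 change -6.92, adjusted p = 9.76e-04). The mucosal pentraxin Mptx1 fell from 1469 ± 1481 to 2.81 ± 5.28 TPM (log2 change -8.56, adjusted p = 5.51e-04). The deep crypt lectin Reg4 fell from 87.0 ± 62.3 to 0.388 ± 0.432 TPM (log2 change -5.61, adjusted p = 3.16e-04). Spink4, Sval1, the calcium carrier S100g, Gsdmc4 and the oxidase subunit Cyba changed by -6.87, -6.63, -5.94, -5.80 and -5.51 on the log2 scale.

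Of the 15 goblet cell genes, 0 rose, 11 fell and 4 did not pass (adjusted p = 0.00423, 0.466 with an estimated correlation). Muc2 fell from 38.3 ± 10.7 to 3.35 ± 3.93 TPM (log2 change -3.45, adjusted p = 6.24e-04). Of the 13 measured enteroendocrine genes, 0 rose, 11 fell and 2 did not pass (adjusted p = 0.00125, 0.466 with an estimated correlation), with the granule protein genes Chga and Chgb and the hormone genes Pyy and Cck falling (log2 changes -3.84, -4.04, -4.65 and -2.73). Colonocyte genes were called higher (adjusted p = 1.07e-04, 0.347 with an estimated correlation) with members going both ways: 9 rose, 5 fell and 10 did not pass, Alpi and Clca4a rising (log2 changes 2.96 and 4.32) and Guca2b and Hmgcs2 falling (-3.92 and -3.27). General epithelium was called higher (2 rose, 1 fell and 7 did not pass, adjusted p = 0.00265, 0.347 with an estimated correlation), Epcam rising by 0.81 and the intestinal transcription factor gene Cdx1 falling by 1.46 on the log2 scale.

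Of the ERK pathway output genes, which report signalling below Kras, 8 rose, 0 fell and 13 did not pass (adjusted p = 1.01e-05, 0.466 with an estimated correlation), among them Spry4, Etv4, Ier3 and Dusp5 (log2 changes 1.88, 1.68, 1.99 and 1.73). Of the hypoxia and glycolysis genes, 13 rose, 0 fell and 6 did not pass (adjusted p = 4.05e-13, 0.347 with an estimated correlation). The glucose carrier Slc2a1 rose from 154 ± 44.3 to 618 ± 142 TPM (log2 change 2.03, adjusted p = 6.19e-04), and Egln3 and Ndrg1 rose by 2.12 and 1.99. Cholesterol synthesis (5 rose, 0 fell and 13 did not pass, adjusted p = 1.19e-06), regenerating epithelium (5 rose, 0 fell and 17 did not pass, 8.79e-05) and immediate early genes (5 rose, 1 fell and 7 did not pass, 8.79e-05) were called higher (adjusted p = 0.466, 0.517 and 0.466 with an estimated correlation). YAP targets (2 rose, 2 fell and 13 did not pass, 0.0241) and activin and TGFb signalling (4 rose, 2 fell and 12 did not pass, 0.0245) were also called higher (adjusted p = 0.52 and 0.347 with an estimated correlation). After rescaling, 17 were higher and 0 lower for hypoxia and glycolysis, 12 were higher and 0 lower for cholesterol synthesis, 7 were higher and 0 lower for activin and TGFb signalling and 7 were higher and 1 lower for general epithelium, while YAP targets (4 higher and 1 lower) were not called (adjusted p = 0.255) and Paneth and deep crypt secretory cell genes were called lower (0.00841).

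Of the 30 DNA replication genes, 1 rose, 24 fell and 5 did not pass (adjusted p = 0.00125, 0.645 with an estimated correlation). Mcm5, of the helicase that opens replication origins, fell from 48.1 ± 19.2 to 8.75 ± 3.06 TPM (log2 change -2.30, adjusted p = 9.55e-04). Of the 15 G1 to S regulators, 0 rose, 9 fell and 6 did not pass (adjusted p = 0.0397, 0.545 with an estimated correlation). After rescaling, 15 DNA replication genes and 8 G1 to S regulators were lower by the test, and 1 was higher in each list. Mki67 fell from 55.6 ± 26.0 to 21.4 ± 5.92 TPM (log2 change -1.19, adjusted p = 0.0352). Of the senescence pathway list, 6 rose, 12 fell and 21 did not pass (adjusted p = 0.09), and after rescaling 10 were higher and 7 lower. Cdkn2a rose from 0.778 ± 0.775 to 41.2 ± 48.6 TPM (log2 change 3.79, adjusted p = 0.0024), Cdkn1a rose from 336 ± 183 to 1129.7 ± 242 TPM (log2 change 1.89, adjusted p = 0.00194) and Trp53 fell from 118 ± 36.1 to 39.6 ± 3.86 TPM (log2 change -1.50, adjusted p = 7.64e-04). Of the p53 targets, 5 rose, 5 fell and 16 did not pass (adjusted p = 0.00125, called higher, 0.466 with an estimated correlation), and after rescaling 10 were higher and 0 lower. Dnmt1, Dnmt3a and Dnmt3b fell (log2 changes -1.31, -1.05 and -0.65), as did Tnf (-1.46) and Ascl2 (-2.09, adjusted p = 0.00557).

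None of the other stem cell and Hoxb genes that the study named passed. Cd44 stood at 10.3 ± 9.64 and 12.2 ± 8.63 TPM (adjusted p = 0.563), Tacstd2 at 2 ± 3.70 and 1.09 ± 1.03 TPM (0.965), and Olfm4 at 0.09 ± 0.102 TPM in wt and at 0 in every KrasG12D library (0.465). Tert, Lgr5, Bmi1, Prom1 and Hoxb3 to Hoxb9 had adjusted p = 0.0587 to 0.814, and the Hoxb cluster was not called (adjusted p = 0.719). Mapk11, Mapk12, Slc25a4 and Mdm2 did not pass (adjusted p = 0.976, 0.261, 0.242 and 0.586). The 17 lists not called had adjusted p = 0.0838 to 0.944 (4 of them called without some single library), and the median or mean of 8 of them was opposite in sign to the test.

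In all, 5980 of 12900 genes passed, 1017 higher and 4963 lower in KrasG12D than in wt organoids. Rescaling by median of ratios moved the median of all genes from -0.40 to -0.02, with 2246 calls higher and 1944 lower. Ajuba, Fas, Mki67 and Tgfbr1 lost calls and 2 named genes gained one. The groups did not overlap for 26.3% of all tested genes, where chance gives 0.794% if KrasG12D replicates 1 to 3 count as separate. With these averaged as 1 library 2568 genes were called, and 23 of 78 named genes lost their call, among them Ajuba, Dnmt3b, Dusp5, Epcam, Fas, Hmgcs2, Ier3, Ly6g6c, Mki67, Ndrg1 and Tgfbr1 (adjusted p = 0.0665 to 0.201).

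Without 1 library these calls changed (brackets as above). The call was lost for Ajuba (wt 2, KrasG12D 1 to 3, 0.0668 to 0.0765, 5.81e-04 to 0.176) and Dusp5 (wt 2 to 4, KrasG12D 1 to 3, 0.0689 to 0.0757, 1.40e-05 to 0.201). Epcam (wt 2 and 3, KrasG12D 1 to 3, 0.0541 to 0.0677, 7.58e-05 to 0.179) and Mki67 (wt 2 to 5, KrasG12D 1, 2, 3 and 5, 0.0544 to 0.0838, 1.79e-04 to 0.2) lost theirs too. Tgfbr1 (KrasG12D 1 to 3, 0.0515 to 0.0541, 6.36e-05 to 0.182) and the G1 to S regulators list (wt 2 and 3, KrasG12D 4 and 5, 0.0514 to 0.0592, 0.0031 to 0.545) lost theirs too. The YAP targets list (wt 4, KrasG12D 4, 0.0592 to 0.0731, 0.0022 to 0.761) lost its call too. A call was gained by Bmi1 (wt 1, 0.0445, 0.00595 to 0.928) and Hoxb6 (wt 1 and 3, KrasG12D 4, 0.0319 to 0.0395, 0.0107 to 0.464). Hoxb9 (wt 1, KrasG12D 4 and 5, 0.0155 to 0.0323, 4.66e-05 to 0.794) and Kras (KrasG12D 4, 0.0198, 0.0118 to 0.722) gained one too. The Paneth and deep crypt secretory cell list (wt 1 and 5, 0.0298 to 0.049, 6.95e-04 to 0.466) gained one too.

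**Figure D5:**
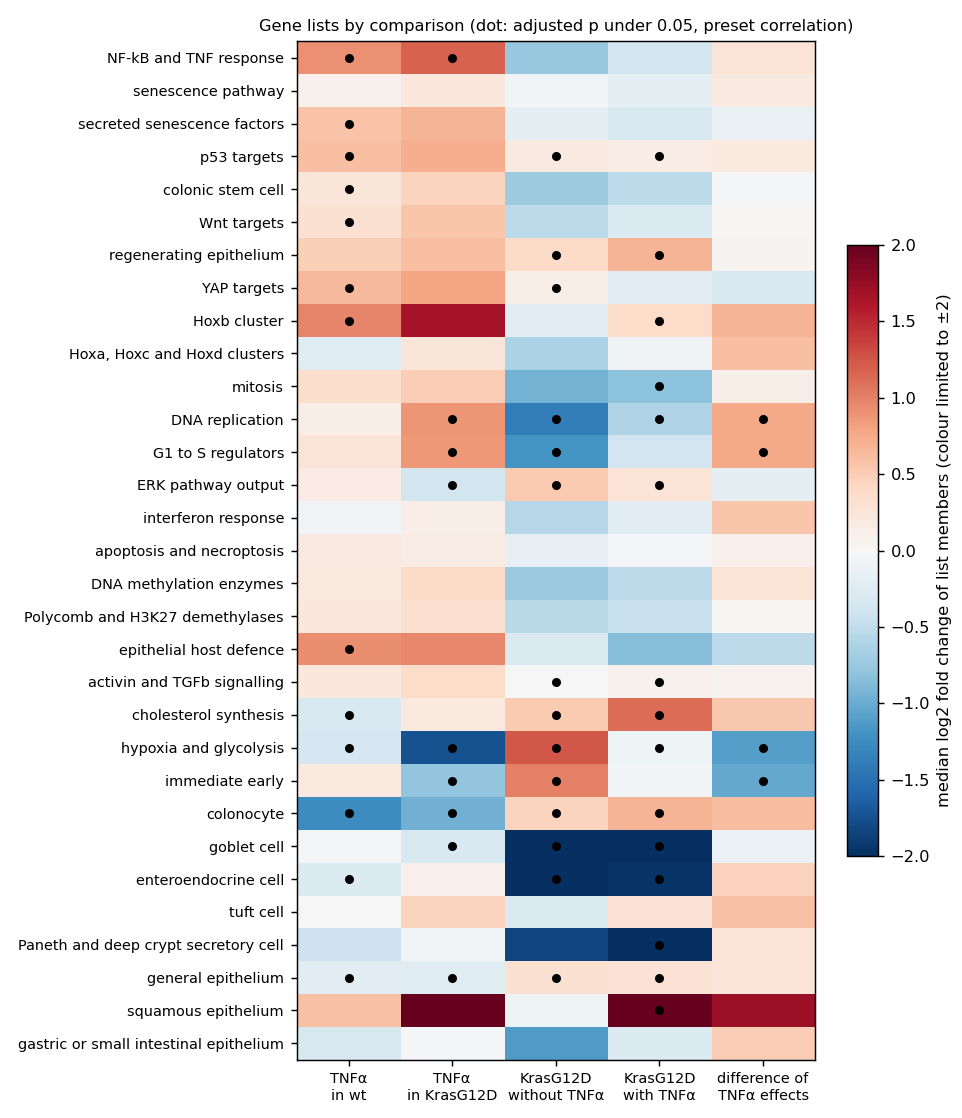
Median log2 change (colour scale) of the measured genes of each gene list (y axis) in the 5 comparisons (x axis), with a dot where the list was called by camera at a preset correlation of 0.01. The hypoxia and glycolysis list stands at 1.24 for KrasG12D against wt and at -1.74 for TNFα in KrasG12D organoids, and no called list held with an estimated correlation.

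The fourth comparison set KrasG12D+TNFα against wt+TNFα organoids, with the same limit on what can be credited to KrasG12D. Of the largest decreases, Tff3 fell from 3444 ± 3601 to 24.6 ± 46.6 TPM (log2 change -8.35, adjusted p = 0.00128). The antimicrobial gene Ang4 fell from 496 ± 490.1 to 0.506 ± 1.13 TPM (log2 change -8.11, adjusted p = 6.34e-05). Mptx1, Spink4 and Sval1 changed by -7.48, -6.98 and -6.71 on the log2 scale. Enpp2 rose from 0.282 ± 0.311 to 191 ± 206 TPM (log2 change 6.64, adjusted p = 1.87e-04). Keratins of squamous and hair epithelium rose, Krt84 from 0.334 ± 0.22 to 123 ± 82.3 TPM (log2 change 5.98, adjusted p = 8.47e-04) and Krt13 by 4.67. The squamous surface gene Ly6d and the pseudogene Atp6v0c-ps2, whose reads could come from its parent gene, changed by 4.31 and 4.46. Cdkn2a rose from 7.18 ± 4.63 to 89.9 ± 35.4 TPM (log2 change 3.65, adjusted p = 9.69e-04). Hoxd13 and Tnf changed by -4.76 and -1.17, and Ascl2 and Olfm4 by -2.06 and -1.56 (adjusted p = 0.0325 and 0.0441).

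Of the 18 cholesterol synthesis genes, 15 rose, 0 fell and 3 did not pass (adjusted p = 1.23e-17, 0.291 with an estimated correlation), with Insig1, Mvd, Sc5d and Fdps among them (log2 changes 1.91, 1.45, 1.36 and 1.3). All 4 measured squamous genes rose (adjusted p = 5.71e-05, and 3 rose at 0.00383 after rescaling), Krt14 and Krt15 by 1.47 and 1.76, 5 of 10 general epithelium genes rose, the keratins Krt8, Krt18 and Krt19 among them (log2 changes 1.02, 0.78 and 1.08), and 0 fell (0.00395), with 0.291 and 0.353 with an estimated correlation. Goblet cell (0 rose, 11 fell and 4 did not pass, 5.59e-05), enteroendocrine (0 rose, 10 fell and 3 did not pass, 0.00102) and Paneth and deep crypt secretory genes (0 rose, 4 fell and 1 did not pass, 0.0474) were called lower (adjusted p = 0.353 with an estimated correlation for each), with the secretory fate gene Atoh1 at -4.61. DNA replication (0 rose, 12 fell and 18 did not pass, 0.00553) and mitosis genes (0 rose, 10 fell and 12 did not pass, 0.00931) were called lower (both 0.774 with an estimated correlation), and after rescaling 0 and 1 were lower by the test. ERK pathway output (5 rose and 1 fell), colonocyte (4 and 3), regenerating epithelium (7 and 2), p53 targets (5 and 3), activin and TGFb signalling (2 and 0) and the Hoxb cluster were called higher (adjusted p = 2.83e-05, 5.59e-05, 5.59e-05, 0.00274, 0.0189 and 0.0114, and 0.353 to 0.423 with an estimated correlation), the last with no gene passing and no call after rescaling (0.0657). Hypoxia and glycolysis was called higher (0.0474, 0.184 after rescaling) with a median of -0.08 and a mean of -0.04, since the test compares it with genes that were lower on the whole. None of the 15 held with an estimated correlation (adjusted p = 0.291 to 0.774). The 16 lists not called had adjusted p = 0.116 to 0.707, and 7 of them a median or mean opposite in sign to the test.

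In all, 3683 of 12900 genes passed, 654 higher and 3029 lower. On chromosomes 9 and 16, 80 genes were called higher and 50 lower, and on 4, 13 and 19, 52 and 511 (118 and 210, and 66 and 679, without TNFα), chosen for their shifts in the same libraries. Rescaling by median of ratios moved the median of all genes from -0.23 to 0.00, with 1226 calls higher and 1037 lower. Ascl2, Olfm4 and Mki67 were among 15 named genes losing a call, and 3 gained one. With KrasG12D+TNFα replicates 1 to 3 averaged as 1 library, 658 genes were called, and 38 of 67 named genes lost their call, among them Ascl2, Atp6v0c-ps2, Dnmt3a, Dnmt3b, Fdps, Krt14, Krt15, Krt18, Krt19, Krt8, Mki67, Olfm4 and Tnf (adjusted p = 0.0559 to 0.208). Leaving out 1 library gave 1863 without wt+TNFα replicate 2; 1999 and 1910 without KrasG12D+TNFα replicates 1 and 2.

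Of the other genes the study named, Muc2, Cck, Dnmt3a, Dnmt3b and Mki67 fell (log2 changes -3.45, -1.96, -0.85, -0.71 and -1.16). Cdkn1a stood at 279 ± 69.0 and 437 ± 131 TPM (adjusted p = 0.053), Cd44 at 60.1 ± 36.9 and 62.8 ± 25.4 TPM (0.738), Tacstd2 at 25 ± 16.2 and 17.1 ± 7.93 TPM (0.912) and Hoxb6 at 9.75 ± 3.10 and 15.1 ± 9.48 TPM (0.289), and none passed. Kras, Mapk11, Mapk12, Slc25a4, Trp53 and Mdm2 did not pass (adjusted p = 0.0758, 0.0894, 0.641, 0.0552, 0.127 and 0.301), nor did Lgr5, Tert, Bmi1, Prom1, Dnmt1 and the other Hoxb genes from Hoxb3 to Hoxb9 (0.169 to 0.719). Without 1 library these calls changed (brackets as above). The call was lost for Ascl2 (wt+TNFα 2 and 4, KrasG12D+TNFα 1 to 4, 0.0553 to 0.0808, 2.82e-04 to 0.133) and Dnmt3b (wt+TNFα 2, KrasG12D+TNFα 1, 0.0593 to 0.0611, 5.41e-04 to 0.162). Krt14 (wt+TNFα 1 to 5, KrasG12D+TNFα 1 to 3, 0.0506 to 0.092, 3.40e-05 to 0.208) and Krt15 (wt+TNFα 1 to 5, KrasG12D+TNFα 1 to 3, 0.0518 to 0.0952, 2.15e-04 to 0.128) lost theirs too. Mki67 (wt+TNFα 2 to 5, KrasG12D+TNFα 1 to 4, 0.0502 to 0.0825, 4.38e-04 to 0.16) and Olfm4 (wt+TNFα 2 to 5, KrasG12D+TNFα 1, 2, 4 and 5, 0.0676 to 0.0959, 0.00839 to 0.117) lost theirs too. The DNA replication list (wt+TNFα 3, 0.0726, 1.39e-06 to 0.774) and the Hoxb cluster list (KrasG12D+TNFα 4, 0.107, 0.00242 to 0.353) lost theirs too. The Paneth and deep crypt secretory cell list (KrasG12D+TNFα 3 to 5, 0.0504 to 0.113, 0.00238 to 0.353) and the activin and TGFb signalling list (wt+TNFα 3, 0.0519, 0.0103 to 0.353) lost theirs too. The hypoxia and glycolysis list (wt+TNFα 4 and 5, KrasG12D+TNFα 4 and 5, 0.0543 to 0.716, 5.43e-05 to 0.861) and the mitosis list (wt+TNFα 3, KrasG12D+TNFα 4, 0.0615 to 0.0892, 1.52e-05 to 0.774) lost theirs too. A call was gained by Cdkn1a (wt+TNFα 1, KrasG12D+TNFα 3, 0.0412 to 0.0446, 0.0166 to 0.12) and Dnmt1 (KrasG12D+TNFα 5, 0.0122, 0.00342 to 0.494). Hoxb3 (KrasG12D+TNFα 5, 0.049, 0.00898 to 0.493) and Kras (KrasG12D+TNFα 4, 0.017, 2.26e-04 to 0.523) gained one too. Lgr5 (KrasG12D+TNFα 5, 0.0117, 0.0117 to 0.98) and Mapk11 (wt+TNFα 4, KrasG12D+TNFα 5, 0.0185 to 0.0274, 7.63e-04 to 0.296) gained one too. Slc25a4 (wt+TNFα 3 and 5, KrasG12D+TNFα 5, 0.0403 to 0.0496, 7.95e-04 to 0.184) gained one too.

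The libraries of each group are numbered samples, and the study calls them independent. The labels do not say that they came from separate cultures or animals, so the adjusted p values measure only the spread between these libraries.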

Values the study reported

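In TNFα-treated organoids, the study counted 3801 genes whose histone marks predicted more transcription. By single-cell RNA sequencing it gave changes in cell populations with TNFα of 3.6 times for cells positive for Ascl2, 4.4 times for Cd44, 0.3 times for Cck and 0.7 times for Muc2. These count genes by histone marks and cells, so they are other measures than bulk TPM.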

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

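The tests of this part were all fixed before the data were examined. A library was marked when its value stood apart from the other 4 of its group, if the gap to the nearest of them was over 0.71 of the whole range of the group (Dixon's test, on log2(TPM + 1) for genes, with genes below 1 TPM in every library of a group not marked). Chance marks about 1 in 20 groups, and here 67 of 350 tested groups of 83 genes and 5 library measures were marked. Below, each is given in TPM against the range of the other 4 libraries, and then the ratio of gap to range. In wt replicate 1 these were Aldh3a1 (8.08 against 0.06 to 0.89, 0.731), Ang4 (10.8 against 105 to 190.1, 0.788) and Gabrp (1.40 against 0 to 0.24, 0.754). Hoxb9 (26.0 against 34.3 to 38.0, 0.733), Ly6g6c (4.64 against 1.61 to 2.20, 0.736) and Mki67 (14.6 against 53 to 85.2, 0.726) were others. Tacstd2 (8.6 against 0 to 0.64, 0.781) was another. In wt replicate 3 these were Pygl (1.29 against 0.05 to 0.3, 0.726) and Snhg9 (26.0 against 0, 1.0). In wt replicate 4 these were H2-M2 (1.53 against 0 to 0.25, 0.76) and Lgr5 (4.45 against 0.17 to 0.7, 0.757). In wt replicate 5 these were Muc2 (20.2 against 39.7 to 48.9, 0.762) and Prr9 (108 against 2.66 to 6.29, 0.797). In wt+TNFα replicate 1 it was Adm (0.92 against 2.71 to 3.37, 0.801). In wt+TNFα replicate 3 these were Tnf (43.5 against 76.9 to 83.5, 0.874) and the number of genes above 0 (17464 against 16828 to 16978, 0.764). In wt+TNFα replicate 4 it was Fhl1 (1.15 against 6.57 to 8.52, 0.846). In wt+TNFα replicate 5 these were Gsdmc2 (14.9 against 0.53 to 1.13, 0.859), Gsdmc3 (5.44 against 0 to 0.33, 0.847) and Tacstd2 (0.98 against 19.3 to 44.4, 0.743). Tert (0.6 against 2.87 to 3.36, 0.881) was another. In KrasG12D replicate 3 it was C3 (1.05 against 2.21 to 2.54, 0.821). In KrasG12D replicate 4 these were Cd44 (27.5 against 7.09 to 9.77, 0.773), Cp (1.80 against 0 to 0.04, 0.962) and Enpp2 (146 against 18.8 to 30.6, 0.766). Gabrp (2.77 against 0 to 0.05, 0.963), Hoxb8 (4.29 against 0.07 to 0.33, 0.864) and Kras (58.5 against 31.9 to 36.0, 0.801) were others. Krt13 (91.4 against 11.9 to 16.9, 0.834), Mapk11 (23.9 against 5.92 to 7.87, 0.806) and Tgm1 (2.22 against 0 to 0.08, 0.934) were others. In KrasG12D replicate 5 these were Ang4 (18.8 against 0 to 0.7, 0.822), Atp6v0c-ps2 (2.02 against 149 to 356, 0.818) and Gsdmc4 (39.7 against 0.28 to 2.48, 0.711). Mptx1 (12.2 against 0 to 1.04, 0.724), Muc2 (10.3 against 0.94 to 2.10, 0.735) and Pgf (19.6 against 124 to 169, 0.855) were others. S100g (11.8 against 0 to 0.98, 0.732) and Tff3 (272 against 2.54 to 8.24, 0.779) were others. In KrasG12D+TNFα replicate 3 it was Ccl7 (49.6 against 5.33 to 9.06, 0.777). In KrasG12D+TNFα replicate 4 these were Ang4 (2.53 against 0, 1.0), Dnmt3a (4.08 against 1.56 to 2.07, 0.735) and Fhl1 (121 against 3.32 to 6.69, 0.827). Gsdmc2 (2.94 against 0 to 0.44, 0.734), Gsdmc3 (1.08 against 0 to 0.07, 0.908) and Hoxb6 (31.9 against 9.75 to 12.9, 0.769) were others. Hoxb8 (62.7 against 0.63 to 2.46, 0.795), Hoxb9 (81.5 against 29.6 to 37.9, 0.759) and Hyal1 (8.41 against 4.73 to 5.33, 0.799) were others. Kras (42.7 against 24.8 to 28.1, 0.773), Mptx1 (1.29 against 0, 1.0) and Muc2 (2.10 against 0.08 to 0.18, 0.916) were others. Prr9 (46.1 against 0.42 to 0.96, 0.908), Pygl (6.45 against 0.07 to 0.49, 0.829) and Saa1 (239 against 3.16 to 10.6, 0.747) were others. Tert (0.41 against 2.18 to 2.91, 0.797), Zg16 (207 against 0.97 to 4.47, 0.781) and the percent of mitochondrial rRNA (0.326 against 0.094 to 0.141, 0.797) were others. In KrasG12D+TNFα replicate 5 these were Atp6v0c-ps2 (4.14 against 162 to 201, 0.942), Cyba (166 against 2.94 to 9.25, 0.745) and Dnmt1 (54.2 against 20.9 to 24.4, 0.844). Krt84 (8.48 against 91.1 to 228, 0.715), Lgr5 (5.94 against 0 to 0.02, 0.99) and Mapk11 (23.1 against 44.8 to 49.9, 0.859) were others. Mki67 (73.1 against 18.4 to 27.6, 0.712), Tnf (60.1 against 25.1 to 27.4, 0.898) and Ubd (1.43 against 21.0 to 51.1, 0.719) were others.

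The TNFα effects in wt and KrasG12D organoids differed by limma's interaction test for 11 named genes, listed with the difference of log2 changes. The values were 5.091 for Krt84, 3.618 for Gsdmc3, 3.401 for Abcg5, 2.797 for Ifit1bl1 and 2.385 for S100a3, and -4.856 for Adm, -4.504 for Pgf, -2.723 for Hyal1, -2.66 for Ccl2, -2.574 for Pygl and -1.973 for Vegfa. For the 4 lists that passed camera, the median differences were 0.7521 for DNA replication, 0.7509 for G1 to S regulators, -1.103 for hypoxia and glycolysis and -1.016 for immediate early genes, with adjusted p = 0.903 to 0.91 with an estimated correlation.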

How the results depend on the processing

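Averaging KrasG12D replicates 1 to 3, leaving out the lines of KrasG12D replicates 4 or 5 or wt replicates 1 and 5, and blocking within genotype were chosen after the results were seen, and the other alternatives before the data were examined. Array weights gave 2393 genes for TNFα in wt, 10000 for TNFα in KrasG12D, 9605 and 8003 for KrasG12D without and with TNFα and 6520 genes and 9 lists for the interaction. The weights favour the alike replicates 1 to 3 of the KrasG12D groups (weight 12.4 for KrasG12D+TNFα replicate 2 against 0.167 for KrasG12D replicate 5). Averaging replicates 1 to 3 as 1 gave 0 genes for TNFα in KrasG12D (0 also with a replicate block, with 1784 and 2251 at an unadjusted p under 0.05), 2568 and 658 for KrasG12D without and with TNFα. It gave 0 for the interaction (limma, 677 unadjusted), with 3 libraries in each KrasG12D group. Without a filter, 326 genes were called for TNFα in wt and 44 genes and 7 lists for the interaction. With a mean of at least 5 TPM, 7 lists were called for TNFα in wt and 8 genes and 7 lists for the interaction. KrasG12D with TNFα gave 2263 genes by median of ratios and 1993 by quantiles. The interaction gave 12 genes with a pseudocount of 0.1, 7 lists with a pseudocount of 5. It gave 1733 genes without the line of KrasG12D replicate 4, 909 without that of replicate 5, 26 genes and 9 lists without wt replicates 1 and 5, and 24 genes with a block within genotype. Except where said, the cause was not tested.

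With an estimated correlation camera called 0 lists in every comparison. The list test fry called 7 lists for TNFα in wt, 19 for TNFα in KrasG12D and 0 for the interaction. It takes each list alone, so the direction turned from lower to higher for TNFα in KrasG12D in senescence pathway (0.2164), interferon response (0.1299), apoptosis and necroptosis (0.1541), activin and TGFb signalling (0.368) and tuft cell (0.4447). It turned from higher to lower in epithelial host defence (-0.2862) for KrasG12D without TNFα and senescence pathway (-0.1921) with it. Array weights turned hypoxia and glycolysis to -0.3372 for KrasG12D with TNFα, and the cause was not tested.

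With the replicate block, the count was 4890 for TNFα in KrasG12D, where the numbers were taken to pair the libraries, though replicates 1 to 3 matched other numbers better. Beyond the calls given in the report, the block changed none of the others of named genes and lists there. Elsewhere equal numbers are only numbers: wt and wt+TNFα correlated at 0.406, 0.149, 0.439, -0.242 and 0.384, with 1 of 5 under 0.1 and 3 of 5 best with their own number, and KrasG12D with wt libraries at -0.132 to 0.0477. The replicate block gave 642 genes for TNFα in wt, 5299 and 1648 for KrasG12D without and with TNFα and 30 for the interaction.

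Without each library in turn, the count ran from 232 to 1052 for TNFα in wt, 2592 to 5527 for TNFα in KrasG12D, 1863 to 4573 for KrasG12D with TNFα and 9 to 1025 for the interaction, and its lists from 2 to 9. Of 4040 such results for named genes, 3580 kept their side of the threshold, 420 lost their call, 40 gained one and 0 calls reversed. Over the other alternatives no call of a named gene reversed. Depth is unknown, so what it limits was not assessed.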

Other observations

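The changes of the 12900 genes by KrasG12D without TNFα and by TNFα in KrasG12D organoids had a covariance of -0.321 (Pearson r = -0.527), but both use the same 5 KrasG12D libraries. Unchanged groups simulated with that sharing gave -0.0462 (r = -0.5), so the correlation alone does not set them apart from chance. With the libraries split, so that replicates 1 to 3 served the first change and 4 and 5 the second, or the reverse, the covariance was -0.175 and -0.131 (r = -0.281 and -0.188).

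Of 18 Polycomb and H3K27 demethylase genes, 8 fell with KrasG12D both without and with TNFα and 0 rose, where 4963 and 3029 of all 12900 genes fell, and of 7 DNA methylation enzymes 6 and 5 fell. After rescaling by median of ratios, 2 of the first list were higher and 4 lower without TNFα and 2 and 3 with it, and of the second 1 and 3 without and 0 and 0 with it. Camera called neither list (adjusted p = 0.434 and 0.163 without TNFα, 0.116 and 0.129 with it). In both libraries of KrasG12D replicate 4, runs of neighbouring genes of chromosome 14 stood apart, in the gene order of assembly GRCm38.p6. The 7 genes from Esd to Tpt1 were at 2.23 and 2.10 (-0.20 to 0.90 in the other 18 libraries), and 10 from Gtf2f2 to Vwa8 at -1.18 and -1.01 (-0.27 to 0.17). The 6 from Naa16 to Sugt1 were at 2.23 and 1.82 (-0.16 to 0.25) and 35 from Diaph3 to Tmtc4 at -0.73 and -0.94 (-0.08 to 0.51). In KrasG12D replicates 1 to 3, 15 genes from Bin3 to Itm2b stood at 1 to 1.10 (runs of 15 at most 0.33 in wt and wt+TNFα).

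All tests in the paragraphs that follow were chosen after the results were seen. Whole chromosomes were shifted in KrasG12D libraries, with 51 shifts beyond the largest in the wt and wt+TNFα libraries, which was 0.117. After removing the trend with the GC content of transcripts, 100% of the 51 stayed beyond it, which argues against GC content as the whole cause. Of the 29 shifts in KrasG12D libraries without TNFα, 72.4% recurred with the same sign in the library of equal number with TNFα, which argues against a culture state that TNFα changes as the whole cause, though replicates 1 to 3, which are alike, count 3 times. It stays open for part of the shifts: in replicates 1 to 3, chromosome 14 stood at 0.31 to 0.345 without and 0.083 to 0.148 with TNFα, and chromosome 5 at -0.311 to -0.302 and -0.17 to -0.139. In replicate 5, 85.6% and 93.9% of chromosome 9 genes exceeded the library's median difference from wt without and with TNFα (wt 43.8 to 53%). The shift was 0.541 against 0.585 for 3 copies in place of 2. A gain of chromosome 9 in that culture is a hypothesis that these values leave open, and no DNA was measured.

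Y-linked genes were lower in KrasG12D+TNFα replicate 5 than in KrasG12D replicate 5, the only libraries with them. Female cells mixed in would bring Xist, which reached 0.048% of the TPM needed. Scaling of the library would lower the X-linked partner genes alike, but their median ratio was 5.34 times that of the Y-linked genes. The ratios of the 4 Y-linked genes ran from 0.22 to 0.339, the largest 1.54 times the smallest, so loss of the Y chromosome in part of the cells stays open as a hypothesis, and silencing of the whole chromosome would look the same.

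More genes were lower than higher in KrasG12D than in wt organoids, with a median of -0.40 over all genes. Without the 10 most abundant genes (6.7% of TPM in wt, 9.6% in KrasG12D, too little to move it far) it was -0.369. Without 500 it was -0.283. After median-of-ratios rescaling 53.6% of the called genes were higher, but such rescaling centres the genes. So a change of total RNA and TPM scaling cannot be told apart. A biological difference between the genotypes stays open and untested.

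Other splits of libraries into groups of 5 were counted, 100 drawn per comparison, the real one included. For TNFα in wt, 2 splits called at least the real 528 genes, and the highest other called 1706, exchanging wt replicate 1 with wt+TNFα replicate 5, which points to a structure of the samples. For KrasG12D without TNFα (5980 genes) and with TNFα (3683), only the real split reached that count, the highest others at 2404 and 1657. Chance is unlikely for TNFα in wt if its libraries are separate. For the KrasG12D counts it is undecided, as replicates 1 to 3 are alike. For TNFα in KrasG12D (4505), 1 of 100 splits reached the count, the highest other at 3760. Among the 13 that part all 5 pairs of KrasG12D libraries as the real one does, too few for a share under 5%, the highest other called 4 genes, and the 87 that leave some pair together called up to 3760. For the interaction, 6 of 100 regroupings called at least 72 genes, the highest 5732. Those uneven in genotype can carry its effect, so chance is untested for genes and lists. Nor is chance excluded for the lists: 27, 32, 21, 8 and 93 splits called at least the real 13, 9, 14, 15 and 4 lists, in the order TNFα in wt, TNFα in KrasG12D, KrasG12D without and with TNFα and interaction, with highest others of 17, 12, 21, 18 and 17.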
